A study of Arabidopsis thaliana with 14 samples. Its data were reported in "Overexpression of the vascular brassinosteroid receptor BRL3 confers drought resistance without penalizing plant growth" (2018).

How the data were processed

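*Arabidopsis thaliana* plants, 28 days old and whole by the labels (the study's methods also speak of rosettes), of the Col-0 wild type (WT) and of the quadruple brassinosteroid receptor mutant *bri1brl1brl3bak1* (quad) were collected before water was withheld (day 0) and at days 2, 4 and 6 with watering or without it. RNA of both genotypes was hybridised together on 14 Agilent 2-colour arrays, so that each array gives a quad/WT ratio for 1 of 7 conditions. Each condition has 2 replicates. Quad was labelled with Cy5 and WT with Cy3 in replicate 1, and the dyes were exchanged in replicate 2. The replicate number and the dye orientation are therefore the same variable, and their effects cannot be separated. The mean of the 2 replicates is balanced over the dyes.

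Per the file headers, the scanner files were written by Feature Extraction 10.5.1.1 and hold, for each of 45210 spots, the raw intensity of the spot and of its local background in both channels, an intensity the software had corrected, a log10 ratio of Cy5 over Cy3, and quality flags. The authors also deposited a single set of normalised ratios for all arrays, which the methods describe as made with limma by normexp background correction and quantile normalisation. Its unit is not stated. The deposited ratios are on the log2 scale, as Cy5 over Cy3 and not turned for swapped arrays, which was settled by setting each column against the log10 ratio of its own array. This set served only as an alternative, because it starts from the same scanner values. No column that merged replicates was found in either kind of file, and 0 columns of per-sample values were left unused because of an unclear sample. By the study's methods each biological replicate was itself made of several rosettes, so a channel measures plants pooled together.

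All values reported come from the raw median intensities. They were corrected in limma 3.58.1 (R 4.3.3, with statmod 1.5.0 and data.table version 1.17.8) by normexp with maximum likelihood estimates and an offset of 50, then normalised by loess within arrays and Aquantile between arrays. The offset pulls the ratios of dim spots towards 0, so that log2 changes of weakly expressed genes are understated. The 1417 control spots entered normexp and were then left out with the spots marked as outliers, of which arrays had between 1 and 126. No spot was saturated on any array. Spots of a probe were averaged. A locus was named for 36953 of the 43643 distinct probes; the remaining 6690 probes were not analysed here. Of 28327 loci, 27785 matched the reference table of the TAIR10.1 assembly, which gave symbols only; the other loci kept the locus name. The build of the array design was not matched to this assembly, so no coordinates are given. Where a locus had 2 or more probes (4940 loci), the probe with the highest mean intensity stood for it. A gene was kept when its probe was well above background on both arrays of at least 1 genotype and condition. That left 22811 genes and removed 5516.

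Ratios of all 14 arrays, turned to quad over WT, were fitted with a coefficient for each of the 7 conditions (lmFit and eBayes), so that the conditions share 1 estimate of the spread per gene, with 7 residual and 4.81 prior degrees of freedom. Each condition, the mean over conditions, and drought minus water at days 2, 4 and 6 were tested in this fit. Drought against water over days 2 to 6 was tested on 12 arrays with day as a covariate. The effect of drought inside each genotype was tested between arrays on the 28 single channels (lmscFit, intraspot correlation 0.25) over 22642 genes without a spot marked as an outlier. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 together with an absolute log2 change over 1.5, which are the limits of the study's methods. SE are the moderated standard errors from limma.

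Gene lists for 8 processes were drawn up from general knowledge of *Arabidopsis* genes: BR biosynthesis (5 genes measured), dehydration response (28), jasmonate (17), iron deficiency (18), salicylate and defence (16), root (22), flower (16) and photosynthesis (20). No gene is on more than 1 list. Several processes were chosen because the study names them for these arrays, so they are not independent of it. Lists were tested in 16 contrasts with cameraPR (inter-gene correlation 0.01, two-sided) and with fry, and adjusted over the 128 pairs. The genes named are the 4 mutated receptors; for each contrast the 2 largest rises and 2 largest falls among genes called, changed the same way in both replicates and well above background in all channels concerned; and up to 3 called members of each list. Genes outside this rule are marked where they appear. Where a gene was not well above background on any array of 1 genotype, its change is given as a lower bound (at least N-fold), computed from loess and Aquantile normalised channel values averaged per genotype, with the dim channel set at the higher of its own value and the lowest signal well above background; dyes were balanced in these means. Design, limits, lists and alternatives were fixed before the data were examined, except 1 alternative added later, which masks spots whose local background exceeds their signal by more than 50 units.

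The alternatives were an offset of 0, the signals as processed by the scanner software, median centring, quantile normalisation, the added mask, no filter on dim probes, a strict filter (well above background in all channels), every probe tested, no fold limit, replicate number or slide as a block, the arrays of a condition or day alone, the authors' deposited table, and leaving out each array in turn. The arrays lay on 4 slides scanned in 2 sessions. The number of arrays, 2 per condition, limits the precision of every value. Spots well above background made up between 57.1% and 72.8% of an array's channel. The fits were tested on simulated data with the spread of these arrays and true log2 changes of 2.5. Changed genes were drawn from bright genes only, no spot was marked as an outlier, and noise was drawn independently for each spot. For quad against WT at day 2 with water, 99.2% of 400 changed genes were recovered with 0 false calls among 22811 genes, and the estimated change had a median of 2.35. For drought minus water at day 4, 95.5% of 200 changed genes were recovered with 0 false calls among 22811 genes. None of 20 unchanged lists, drawn at random from unchanged genes, passed the limit. Recovery of dim genes and false calls for lists of genes that vary together were therefore not tested.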

Results

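The 14 arrays compared quad with WT in 7 conditions: day 0 before drought, and days 2, 4 and 6 with watering or with water withheld. Quad carries mutations in the brassinosteroid (BR) receptor genes BRI1, BRL1 and BRL3 and in the co-receptor gene BAK1. BRs are plant steroid hormones, and the time course asked how the transcriptome of this receptor mutant differs from WT before and during drought. Each array gave 1 quad/WT ratio per gene on the log2 scale, with 2 arrays (n = 2) per condition and 22811 genes measured. The number of arrays limits the precision of each value.

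Replicate arrays were compared first. Across genes, which are not independent replicates, the ratios of the 2 arrays of a condition correlated with r of 0.772 at day 0, 0.888 at day 2 water, 0.822 at day 2 drought, 0.734 at day 4 water, 0.634 at day 4 drought, 0.628 at day 6 water and 0.523 at day 6 drought. The SD of the difference between replicates lay between 0.211 at day 2 water and 0.346 at day 6 drought on the log2 scale. No pair of arrays held the same values.

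The transcripts of the 4 mutated genes were examined on every array. BAK1 (AT4G33430) was lower in quad on all 14 arrays, with a mean log2 ratio over conditions of -2.04 (SE 0.0355, limma adjusted p 1.74e-11) and single arrays between -2.26 and -1.71. BRL1 (AT1G55610) was lower on all 14 arrays with a mean of -1.66 (SE 0.0845, limma adjusted p 5.04e-08) and a range of -2.11 to -0.44. BRL3 (AT3G13380) was also lower on all 14 arrays, with a mean of -1.18 (SE 0.0543, limma adjusted p 2.39e-08) and a range of -1.60 to -0.64, which did not reach the log2 limit of 1.5. BRI1 (AT4G39400) was not lower: its mean was 0.38 (SE 0.0542, limma adjusted p 0.000171), it lay above 0 on 13 of 14 arrays, and the range was -0.03 to 0.80. The probe signal of a transcript does not show whether a functional protein is made. With slide as a block the single-condition ratios of BRL1 lost their call by adjusted p in 6 conditions and those of BRL3 in 4, with their sign kept. The BRL1 value nearest to 0, -0.44, came from day 4 drought replicate 1, an array with a background defect described below.

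**Figure D1:**
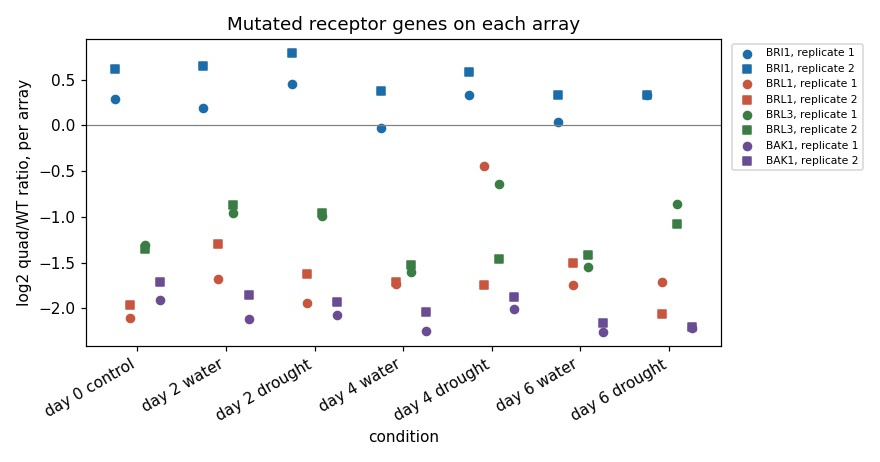
Log2 quad/WT ratio (y axis) of the 4 mutated genes on each array, by condition (x axis); circles are replicate 1 and squares replicate 2. BAK1, BRL1 and BRL3 lie below 0 on all 14 arrays, whereas BRI1 lies above 0 on 13 of them.

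At day 0, which shows the genotypes before any treatment, 168 genes were called (limma adjusted p under the limit of 0.05 and an absolute log2 ratio over 1.5), 23 higher and 145 lower in quad. All 168 genes past the log2 limit also passed the adjusted p, so the log2 limit set the count; by adjusted p alone 2301 genes passed, and with the signals as processed by the scanner software 488 genes were called. Here and below, the largest changes are those among genes well above background in all channels concerned. The largest rises were those of the ferric reductase gene FRO2 (AT1G01580, 2.97, SE 0.0877, limma adjusted p 4.86e-09) and of AT5G01740 (2.76, SE 0.219, limma adjusted p 5.26e-06). The largest falls were those of NATA1 (AT2G39030, -3.64, SE 0.195, limma adjusted p 3.3e-07) and CYP94B1 (AT5G63450, -3.41, SE 0.19, limma adjusted p 3.85e-07).

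Under watering, the share of called genes that were higher in quad differed between days. At day 2 water 376 genes were called, 360 higher and 16 lower in quad. PDF1.2b (AT2G26020) rose by 4.93 (SE 0.145, limma adjusted p 2.1e-09) and AT2G37870 by 4.60 (SE 0.114, limma adjusted p 6.01e-10), and the only fall that met the naming rule was that of AT4G20820 (-2.44, SE 0.184, limma adjusted p 1.98e-06). PDF1.2b belongs to a family of near-identical defensin genes, and its probe was not checked for signal from the other members. At day 4 water 237 genes were called, 32 higher and 205 lower. BGLU21 (AT1G66270, 3.11) and GSTU25 (AT1G17180, 2.93) rose most, and LEA7 (AT1G52690, -5.02, SE 0.0994, limma adjusted p 8.16e-11) and CYP96A15 (AT1G57750, -4.22) fell most. At day 6 water the count was 107, with 72 higher and 35 lower (91 and 17 with slide as a block, 80 and 71 without replicate 1), led by BGLU21 (3.34) and AT4G30170 (3.11) among the rises and by AT1G14250 (-3.46) and AT5G03090 (-2.85) among the falls.

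Under drought, 204 genes were called at day 2, 21 higher and 183 lower in quad. AT1G47980 (3.54) and AT3G16670 (2.67) rose most, whereas LDOX (AT4G22880, -4.17, SE 0.267, limma adjusted p 9.33e-07) and LTP4 (AT5G59310, -4.09, SE 0.152, limma adjusted p 3.27e-08) fell most. At day 4 drought 62 genes were called, 33 higher and 29 lower, with PHI-1 (AT1G35140, 2.66), AT3G16670 (2.65), NATA1 (-2.97) and AT1G14250 (-2.71) at the extremes. On replicate 1 of this condition, 22 spots had a local background far above their signal, which lowered the normexp background estimate and compressed the ratios of dim genes. With these spots masked, an alternative chosen after seeing the data, 129 genes were called at day 4 drought, 81 higher and 48 lower; without that array the count was 115. At day 6 drought 101 genes were called, 31 higher and 70 lower. AT5G64100 rose by 3.02 and AT1G49570 by 2.66, whereas PER64 (AT5G42180, -3.87) and LTP4 (-3.67) fell most. The ratio of PER64 there differed between the replicates, at -2.81 and -4.94.

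**Figure D2:**
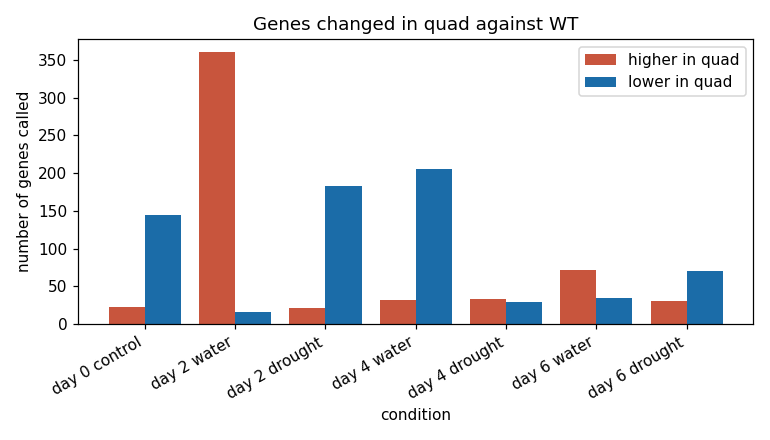
Number of genes called higher (red) or lower (blue) in quad than in WT (y axis) in each of the 7 conditions (x axis). Of 376 genes at day 2 water 360 were higher, whereas 183 of 204 at day 2 drought were lower.

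The arrays lay on 4 slides, and with slide as a block the counts from day 0 to day 6, water before drought, were 197, 374, 237, 228, 44, 108 and 86. Most genes called were called in a single condition. Of 866 genes called in at least 1 condition, 627 were called in 1 only, 2 in all 7, and 80 were called higher in one condition and lower in another. Across genes, the mean ratios at day 2 water and day 2 drought correlated with r of 0.00988, and those at day 6 water and day 6 drought with r of 0.476. Some called genes had 2 or more measured probes, and a probe of opposite sign was found for 1 such gene at day 2 water, for 1 at day 4 water and for 0 in the other conditions. The mean over all conditions passed the limits for 17 genes, 7 higher and 10 lower. The higher ones were ACS11 (AT4G08040, 2.00, SE 0.0793, limma adjusted p 8.82e-09), AT3G16670, AT5G57785, AT5G01740, AT5G64100, CCOAMT and the BR biosynthesis gene BR6OX2 (AT3G30180, 1.52, SE 0.0574, limma adjusted p 5.87e-09). The lower ones were AT5G03090 (-2.55, SE 0.114, limma adjusted p 1.88e-08), BAK1, BAM5, AT1G16850, LTP4, PER64, BRL1, GolS3, LEA7 and NATA1. These 17 are the complete result, so some of them fall outside the naming rule and were named after their values were seen.

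Whether drought changed the quad/WT ratio was tested as the difference of the ratios under drought and water. At day 2, 619 genes differed, 40 with a higher and 579 with a lower ratio under drought. AT2G37870 (-7.85, SE 0.162, limma adjusted p 1.16e-10) and AT2G15780 (-7.04, SE 0.18, limma adjusted p 4.12e-10) had the largest decreases, and AT1G47980 (3.32) and AT3G07450 (2.48) the largest increases. At day 4, 179 genes differed, 142 higher and 37 lower under drought, including LEA7 (3.95, SE 0.141, limma adjusted p 7.15e-08), GRP16 (AT5G07540, 3.94), PDF1.2 (AT5G44420, -4.09) and PDF1.2c (AT5G44430, -3.86). At day 6, 87 genes differed, 11 higher and 76 lower, including AT1G14250 (3.32), XTH3 (AT3G25050, 2.41), PER64 (-3.87) and LTP4 (-3.38). Over days 2 to 6 together 30 genes had a ratio that differed between drought and water, and all 30 were lower under drought. Here 77 genes passed the log2 limit and 47 of them failed the adjusted p. Without replicate 1 of day 2 water the count fell to 18. The alternative that moved the day 2 count most was the test by adjusted p alone, with 4819 genes, followed by the scanner-processed signals with 1608.

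No array set drought against water directly, so the drought response of each genotype was estimated between arrays over 22642 genes. Across genes, the day 2 drought change of WT in one replicate and of quad in the other correlated with r of -0.425 and -0.523, so the genotypes moved in opposite directions in both replicates as labelled. In WT, 207 genes changed at day 2 (201 higher and 6 lower under drought), 51 at day 4 (12 and 39) and 99 at day 6 (38 and 61). In quad, 111 genes changed at day 2 (4 higher and 107 lower), 75 at day 4 (65 and 10) and 228 at day 6 (26 and 202). Without replicate 1 of day 6 drought the WT split at day 6 was 54 and 43. By adjusted p alone the WT count at day 2 was 3092, and with the scanner-processed signals it was 829. In WT at day 2, BHLH100 (AT2G41240, 4.12, SE 0.306, limma adjusted p 5.08e-09) and AT3G13610 (3.75) rose, and AT1G47980 (-2.95) and AT3G63095 (-1.69) fell. In quad at day 2, AT2G37870 (-5.23, SE 0.136, limma adjusted p 5.99e-16) and LTP4 (-5.17) fell, and AT4G20820 (1.80) and M17 (AT2G41260, 1.71) rose. At day 4, PDF1.2 (3.72) and PDF1.2c (3.27) rose and AT5G39880 (-2.29) and AT3G05610 (-2.21) fell in WT, whereas LEA7 (4.37) and GRP16 (3.44) rose and SAG12 (AT5G45890, -1.98) and AT1G33760 (-1.96) fell in quad. At day 6, GolS3 (AT1G09350, 3.30) and AT2G46670 (3.03) rose and MIOX2 (AT2G19800, -3.42) and GDPD2 (AT5G41080, -3.31) fell in WT, whereas CYP76C1 (AT2G45560, 2.17) and AT5G18030 (2.16) rose and LTP4 (-3.70) and MLP168 (AT1G35310, -3.56) fell in quad.

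Gene lists were tested next, to ask which processes the differences fell on. Of 128 pairs of list and contrast, 95 passed under cameraPR (adjusted over the 128 pairs) and 103 under fry. Of the 95, 94 held under fry, and the 1 that did not was salicylate and defence at day 0. The cameraPR p-values rest on a small preset correlation between genes, so for lists of genes that vary together they can be too small. They compare genes with genes and do not measure the spread between plants. For the jasmonate list at day 0 the cameraPR adjusted p was 1.21e-81, against a fry adjusted p of 2.75e-07. Apart from fry, the alternative that moved the number most was median centring, with 88 pairs. The median and the mean of a list differed in sign in 12 pairs. For 2 called pairs, the jasmonate and flower lists under drought in WT at day 4, the median and the test differed in sign. Counts of called members adjusted over the list alone were the same as those over all genes tested.

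The BR biosynthesis list was higher in quad in all 7 conditions, with medians from 0.49 at day 4 water (cameraPR adjusted p 7.96e-05) to 1.15 at day 2 drought (cameraPR adjusted p 3.71e-12). BR6OX2 reached 2.58 at day 2 drought, and DWF4 (AT3G50660) 1.53 at day 0. The dehydration response list was lower in quad in 6 of 7 conditions. Its median log2 ratio was -1.13 at day 0 (25 of 28 genes lower, cameraPR adjusted p 9.97e-32), -1.23 at day 2 drought (27 of 28 lower), -0.96 at day 4 water (28 of 28 lower), -0.61 at day 4 drought, -0.72 at day 6 water and -0.69 at day 6 drought. At day 2 water it was higher in quad, with a median of 0.77 (24 of 28 higher, cameraPR adjusted p 3.68e-18). LEA7, a late embryogenesis abundant protein gene, followed this course at -1.80, 2.71, -3.66 and -5.02 at day 0, day 2 water, day 2 drought and day 4 water.

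The jasmonate list was lower in quad in 6 of 7 conditions: at day 0 (median -1.94, 16 of 17 genes lower, cameraPR adjusted p 1.21e-81), led by LOX3 (AT1G17420, -3.09), and at day 4 water (-0.71), day 4 drought (-0.96, 16 of 17 lower, cameraPR adjusted p 1.44e-38), day 6 water (-0.40), day 6 drought (-0.19) and day 2 drought (-0.10), the last of which was lost under several alternatives, including an offset of 0. At day 2 water it was higher (0.42). The iron deficiency list was higher in quad at day 0 (median 0.59), day 2 water (0.80), day 4 water (0.51), day 6 water (0.70) and day 6 drought (0.26), and lower at day 2 drought (-0.86, 18 of 18 genes lower, cameraPR adjusted p 2.76e-24). IRT1 (AT4G19690) was 3.29 higher at day 0 with 1 of 2 WT channels well above background, and CYP82C4 was at least 2.86-fold higher there, since it was not well above background in WT. The salicylate and defence list stood out at day 2 water (median 1.92, 16 of 16 genes higher, cameraPR adjusted p 8.9e-42), where PR5 (AT1G75040) rose by 4.08 (SE 0.366, limma adjusted p 6.85e-06) and BGL2 (AT3G57260) by 3.94. It was also higher at day 2 drought (0.44), day 4 drought (0.69, cameraPR adjusted p 7.31e-27), day 6 water (0.62) and, under cameraPR but not fry, day 0 (0.11), and lower at day 6 drought (-0.50).

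The root list was lower in quad at day 2 drought (median -1.61, 22 of 22 genes lower, cameraPR adjusted p 7.26e-49) and higher at day 4 water (0.73), day 6 water (0.91, 21 of 22 higher, cameraPR adjusted p 1.23e-36) and day 6 drought (0.49). At day 2 water it was called higher with a median of 0.09 (17 of 22 genes higher, cameraPR adjusted p 0.00197). BGLU21 was at least 5.14-fold higher at day 2 water and at least 6.47-fold higher at day 6 drought, where it was not well above background in WT. The flower list was lower at day 4 water (median -0.68, 16 of 16 lower, cameraPR adjusted p 2.25e-16), where VGD1, MYB21 and MYB24 were not well above background in quad and were at least 19.0-fold, 12.2-fold and 4.27-fold lower. The list was higher at day 0 (0.49), day 2 drought (0.65), day 6 water (0.25) and day 6 drought (0.38), of which the day 6 calls were lost under several alternatives, including the scanner-processed signals. The photosynthesis list had medians of -0.49 at day 2 water (20 of 20 lower), -0.38 at day 6 water and -0.35 at day 6 drought; its smaller shifts at day 0 (-0.11), day 2 drought (-0.20) and day 4 drought (-0.24) no longer passed under median centring.

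**Figure D3:**
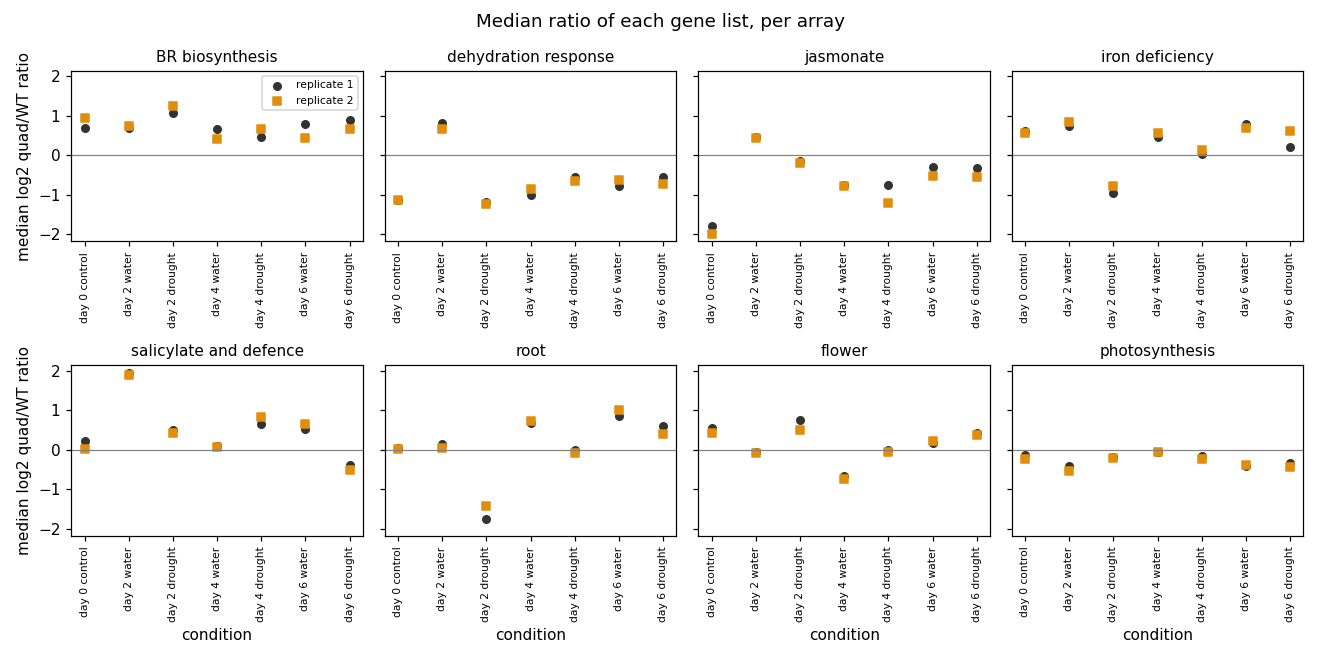
Median log2 quad/WT ratio (y axis) of the genes on each of 8 lists, per array and condition (x axis); circles are replicate 1 and squares replicate 2. The dehydration response list is above 0 at day 2 water (0.77) and below 0 in the other conditions.

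Within genotypes, drought moved the dehydration response and the salicylate and defence lists in opposite directions at day 2. In WT the dehydration response list rose (median 0.77, 27 of 28 genes higher, cameraPR adjusted p 1.39e-23), as did the iron deficiency (1.31), jasmonate (0.61), salicylate and defence (0.59) and root lists (22 of 22 genes higher). In quad the dehydration response list fell (median -1.16, 27 of 28 genes lower, cameraPR adjusted p 1.1e-71), as did salicylate and defence (-0.85, 16 of 16 lower). At day 4 the dehydration response list rose in quad (0.69, 23 of 28 higher, cameraPR adjusted p 4.55e-40) and was not called in WT (0.02, cameraPR adjusted p 0.477). At day 6 it was called in neither, with medians of 0.02 in WT and -0.11 in quad. The difference between the genotypes, tested on the ratios, was -1.95 at day 2 (cameraPR adjusted p 2.63e-55), 0.63 at day 4 (cameraPR adjusted p 2.29e-26) and 0.01 at day 6 (cameraPR adjusted p 0.162). The BR biosynthesis list fell in WT at day 6 (median -0.49, cameraPR adjusted p 0.021), a call that was lost with the scanner-processed signals and without replicate 2 of day 6 water.

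**Figure D4:**
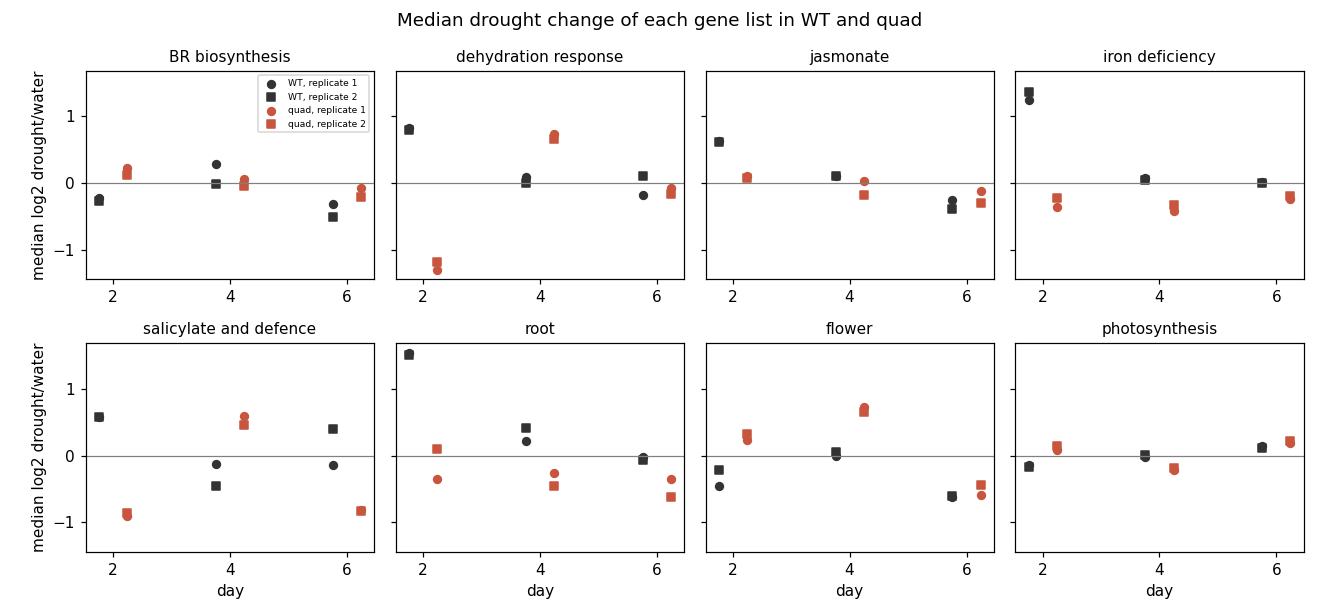
Median log2 change of drought over water (y axis) for each of 8 gene lists at days 2, 4 and 6 (x axis), in WT (black) and quad (red); circles are replicate 1 and squares replicate 2. At day 2 the dehydration response list rose in WT (0.77) and fell in quad (-1.16).

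The deposited table of normalised ratios gave nearly the same values. Across genes its ratios correlated with those computed here with r of 0.999 or more on each array, and 376 genes were called at day 2 water and 61 at day 4 drought.

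**Figure D5:**
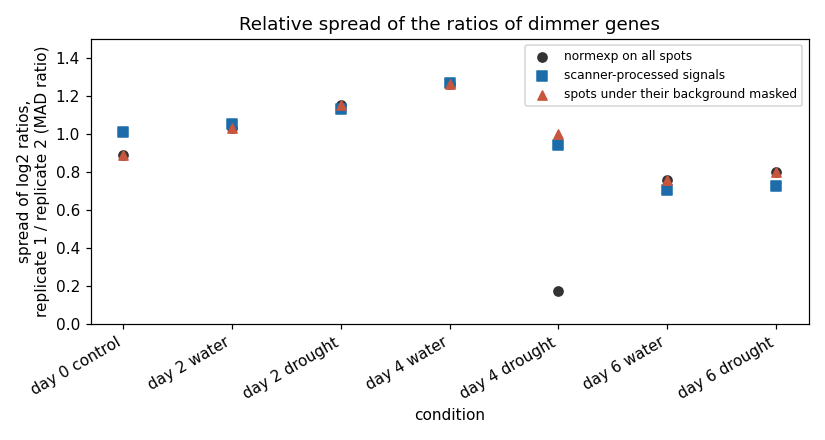
Spread of the log2 ratios of the 11405 dimmer genes on replicate 1 divided by that on replicate 2 (y axis, median absolute deviation) for each condition (x axis), under 3 background corrections (symbols). At day 4 drought the value is 0.175 with normexp on all spots and 0.941 with the scanner-processed signals.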

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

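The tests on exchanged samples, on root tissue, on flowering stage and on groupings of whole conditions, the masking of spots, and the use of slide as a block to test the day 4 difference were chosen only after the results were seen; the fit with slide as a block, the counts over other splits and the test on dim probes were themselves planned.

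The effect of genotype differed between drought and water, by the test of that difference itself, for 619 genes at day 2, 179 at day 4 and 87 at day 6, and for 30 genes over days 2 to 6 together. Chance was tested for the last of these, over 100 splits of the 12 arrays into 6 and 6: 2 of the 100, the real one included, gave as many genes. Most such splits part the replicates of a condition, which by itself lowers the count (the median of the others was 0), so this share does not show that the grouping by drought matters. The other split with as many genes set day 2 water and both day 4 conditions against the rest and gave 574, but with day as a covariate it measures only the difference between drought and water at day 2. With replicates kept together and 1 condition of each day on either side there are 4 groupings, of which 2 gave as many genes (30 as labelled and 48 with day 4 exchanged). A share of 4 groupings is too coarse to exclude chance, which stays open for the 30 genes. The 30 genes rest mainly on day 2, since leaving out any 1 of the 4 arrays of that day gave 18 or 19 genes. At days 2 and 6 the drought and water arrays of each replicate lay on one slide, so these differences are comparisons within slides, which slide as a block could not change (620 and 88 genes). At day 4 this held for replicate 2 only, and with slide as a block 148 genes differed, which argues against a slide effect as the whole cause there. Dim probes were also excluded as the main source at day 2. Among genes well above background in all channels 2.69% were called, against 2.71% of all genes. At day 4 that stricter filter gave 55 genes against 179, but it also removes genes that are off in 1 genotype or condition.

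Of 24 pairs of list and day, 16 had a quad/WT ratio that differed between drought and water. At day 2 the median difference was -1.95 for the dehydration response list, -1.55 for iron deficiency, -1.56 for root, -1.43 for salicylate and defence, -0.48 for jasmonate, 0.59 for flower and 0.24 for photosynthesis. At day 4 it was 0.63 for dehydration response, 0.74 for flower, 0.65 for salicylate and defence, -0.47 for iron deficiency, -0.63 for root and -0.18 for photosynthesis. At day 6 it was -0.97 for salicylate and defence, -0.44 for root and -0.23 for iron deficiency. The photosynthesis differences were lost under median centring at days 2 and 4. With the 22 defective spots of day 4 drought replicate 1 masked, the day 4 pairs stayed called, and 195 genes differed at that day.

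At day 2 drought raised the dehydration response list in WT (0.77) and lowered it in quad (-1.16). One candidate explanation is that the quad samples of day 2 water and day 2 drought were exchanged in both replicates. The drought change of WT in one replicate was therefore set against that of quad in the other, so that no array was shared. The correlations across 22642 genes were -0.425 and -0.523, with a mean of -0.474, whereas they were 0.0944 and -0.0893 at day 4 and 0.512 and 0.371 at day 6. An exchange would give such negative values, but so would an exchange of the WT samples or a truly opposite response of the mutant. The values at day 4 lie near 0 without any exchange, so a positive correlation cannot be taken for granted. The explanations cannot be told apart for the day 2 samples, because each genotype and condition has only the label to identify it. Both replicates gave the same picture (r between replicates of 0.813 in WT and 0.802 in quad), so an exchange would have to have happened the same way in both. Statements on the direction of the day 2 drought response, and on quad against WT at day 2, depend on these labels. A different course of the stress in the mutant stays open and was not tested.

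A different share of roots in the harvested plants may add to the day 2 pattern. The root list was written before the test and shares no gene with the other lists. The labels name whole plants, whereas the study's methods for these arrays also speak of rosettes, so whether roots were harvested is not settled, and this argument depends on it. All 22 of 22 measured members were lower in quad on both arrays of day 2 drought, and 22 of 22 were higher under drought in WT in both replicates, against 2 of 22 in quad. This is what more root tissue in the WT drought samples would give. The members did not move by the same amount, however: the ratio of PYK10 (AT3G09260) was -0.25 there (limma adjusted p 0.34), against a list median of -1.61. A regulated response of root genes would look the same. The iron deficiency list was also lower in quad at day 2 drought (median -0.86), and whether root share moved it was not tested. At day 0 it was higher in quad (0.59) while the root list was not called (0.04). Whether more root tissue in quad added to the high salicylate and dehydration response lists at day 2 water stays open. The root list was called higher there (cameraPR adjusted p 0.00197) with a median of 0.0886, 17 of 22 genes higher and a mean of 0.485, against medians of 1.92 and 0.77 for those lists. Its members went both ways, up to 3.01 for BGLU22, so the median decides nothing.

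The flower list differed at day 4 because it was low in quad under water: 16 of 16 members were lower in quad on both arrays of day 4 water. That is consistent with quad plants at another flowering stage than WT in those samples, a hypothesis for which the labels give no stage. Under drought at day 4 the median was 0.01.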

How the results depend on the processing

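The masking of spots was chosen only after the data were seen; the other alternatives were planned. Of 329 alternative values for counts of genes or list pairs, 256 stayed within 1.5 times the value reported. The other 73 follow.

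The limit on fold change had the largest effect on each of the 18 counts of genes. It and not the adjusted p decides nearly all calls, except for the difference over days 2 to 6, where 47 of 77 genes past it failed the adjusted p. By adjusted p alone, which passes more genes by construction, quad against WT gave 2301 genes at day 0, 4902 at day 2 water, 4022 at day 2 drought, 2991 at day 4 water, 1346 at day 4 drought, 3322 at day 6 water, 2740 at day 6 drought and 8429 over all conditions. The ratio differed under drought for 4819, 945 and 1071 genes at days 2, 4 and 6, and for 665 over these days. Drought changed 3092, 491 and 3423 genes in WT and 1681, 1152 and 4076 in quad.

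Log ratios of dim spots are larger without the offset of 50, which shrinks them by construction. With an offset of 0 the counts were 302 at day 0 (72 higher and 230 lower, against 23 and 145), 729 at day 2 water, 482 at day 2 drought, 615 at day 4 water (154 and 461, against 32 and 205), 351 at day 6 water, 324 at day 6 drought and 49 over all conditions, whereas day 4 drought stayed within 1.5 times. The ratio differed for 1256, 397 and 214 genes at days 2, 4 and 6 and for 127 over these days; drought changed 514, 157 and 187 genes in WT and 228, 206 and 507 in quad.

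With the scanner-processed signals the counts were 488 at day 0 (168 higher and 320 lower), 1054 at day 2 water (873 and 181, against 360 and 16), 798 at day 2 drought (202 and 596, against 21 and 183), 1053 at day 4 water (345 and 708), 574 at day 4 drought, 615 at day 6 water (478 and 137, against 72 and 35), 648 at day 6 drought (308 and 340, against 31 and 70) and 214 over all conditions. The ratio differed for 1608 genes at day 2 (337 and 1271, against 40 and 579), 681 at day 4 (461 and 220, against 142 and 37), 360 at day 6 and 184 over these days. Drought changed 829, 289 (104 and 185, against 12 and 39) and 463 genes in WT and 431 (96 and 335, against 4 and 107), 425 (292 and 133, against 65 and 10) and 884 in quad. The lowest count of the 7 conditions was then that of day 0, not that of day 4 drought. The cause was not tested.

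Median centring gave 18 genes at day 4 drought (14 higher and 4 lower, against 33 and 29) and 36 for the difference at day 6. It also changed the split at day 6 water (102 and 21) and under drought in WT at day 6 (47 and 41, against 38 and 61), and the median of all genes at day 6 water was then 0.12 against 0.0123, relative to which that split should be read. With it, 46 of 244 named genes and contrasts no longer passed the adjusted p, including BRL3 in 5 conditions. The cause was not tested. Quantile normalisation gave 106 genes at day 4 drought, and under drought in WT at day 4 it gave 12 higher and 22 lower; the cause was not tested. Masking gave 129 genes at day 4 drought and no other count moved by over 1.5 times.

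The strict filter tested 18808 genes, fewer by construction. It gave 86 genes at day 4 water (23 higher and 63 lower, against 32 and 205), 62 at day 6 water, 63 at day 6 drought, 55 for the difference at day 4 (29 higher and 26 lower, against 142 and 37), 10 for that over days 2 to 6, 8 under drought in WT at day 4 (8 and 0, against 12 and 39), and 24 (17 and 7, against 65 and 10) and 139 under drought in quad at days 4 and 6. The filter also removes genes that are off in 1 genotype or condition. No filter on dim probes, every probe tested, the arrays of a condition or day alone, and the deposited table moved no count by over 1.5 times.

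Leaving out 1 array at a time leaves an arm with 1 array, which is assumed to vary like the other conditions. It gave 41 to 115 genes at day 4 drought, 81 to 137 for the difference at day 6, 97 to 183 under drought in WT at day 6, and 18 to 44 for the difference over days 2 to 6. The 115 came without day 4 drought replicate 1, the 137 without day 6 drought replicate 1 and the 183 without day 6 drought replicate 2. The remaining counts stayed within 1.5 times, but some splits changed: 80 higher and 71 lower at day 6 water without replicate 1 (against 72 and 35), 26 and 74 for the difference at day 6 without day 6 drought replicate 2 (against 11 and 76), and under drought in WT 13 and 25 at day 4 without day 4 drought replicate 1 and 54 and 43 at day 6 without day 6 drought replicate 1 (against 12 and 39, and 38 and 61).

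Arrays of the same replicate number shared part of their deviations. These correlated over the limit of 0.1 for 19 of 21 pairs of conditions, with values between 0.00402 and 0.634. The number is also the dye orientation, so a pairing of samples and a dye effect cannot be told apart. The fit behind the values reported has no term for either. With the replicate block the counts were 168, 377, 204, 237, 62, 107 and 101 from day 0 to day 6 drought, 17 over all conditions, 620, 181 and 90 for the differences and 28 over days 2 to 6, 207, 51 and 99 under drought in WT and 111, 75 and 228 in quad, and 99 list pairs were called. It raised BRI1 past the adjusted p in 4 more conditions, and no named gene lost the adjusted p. With slide as a block 25 of 244 named genes and contrasts no longer passed the adjusted p, including BRL1 in 6 conditions and BRL3 in 4. Their ratios kept their sign, and day 6 water had 91 genes higher and 17 lower.

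Alternative values for named genes were judged by sign and adjusted p alone, without the log2 limit. Of 3516 such values, 3401 stayed on their side of the adjusted p limit, 107 no longer passed it, 7 newly passed it and 1 reversed. With every probe tested, the probe with the largest change stood for the gene, which favours an unchanged result. The reversal was BRI1 at day 4 water, with a log2 ratio of 0.173 over both arrays, 0.379 without day 4 water replicate 1 and -0.0325 without day 4 water replicate 2. Called list pairs numbered 88 to 103 against 95; the deposited table covers 80 of the 128 pairs and gave 65, as did the values reported over the same 80. Drought within a genotype was not run on the deposited table, which holds ratios only, and the fit on arrays of 1 condition or day was not run for the results over several.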

Other observations

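The tests here on the day 4 drought array and on sign assignments of arrays were planned; the masking of spots and the sign assignments of whole conditions were chosen only after the data were seen.

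Day 4 drought had the fewest genes changed in quad (62), and the processing of 1 array is a candidate explanation. On replicate 1, 22 of 45210 spots, none of them controls, had a local background above their signal by more than 50 units, down to -22980 in Cy5 and -42705 in Cy3; no other array had such a spot. The normexp estimate of the background mean was -426 in Cy5 and -286 in Cy3 on this array, against -4.20 to 17.3 on the others. Over the 11405 dimmer genes the spread of ratios on replicate 1 was 0.175 of that on replicate 2, against 0.755 to 1.26 in the other conditions. It was 0.941 with the scanner-processed signals and 1 with the 22 spots masked. The BRL1 ratio on this array was -0.44 as reported and -1.80 with the mask. With the mask 129 genes were called, so day 4 drought then no longer had the lowest count, which was 101 at day 6 drought. The deposited table gave 61 genes and carries the same compression, with a ratio SD of 0.227 on this array against 0.335 on replicate 2. No biological explanation of the low count was tested.

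The 17 genes called over all conditions were set against 100 sign assignments of the 14 arrays, the real one included. Only 1 of the 100, the real one, gave as many genes, and the largest other count was 4, but most assignments part the replicates of a condition, which by itself lowers the count. With replicates kept together 1 of the 64 sign assignments of the 7 conditions, the real one, gave as many genes, against a largest other count of 16. The margin is 1 gene, so the assignments were also run with median centring, with the strict filter and without each array in turn. Over these and the values reported, 17 settings, at most 2 of the 64 gave at least as many genes as the real one, itself included. In 5 settings, each without 1 array, an assignment other than the real one did. It gave more genes than the real one without replicate 1 of day 2 drought, day 4 drought, day 4 water or day 6 drought. Without day 4 drought replicate 2 it gave the same number. The share of assignments with at least as many genes stayed under 0.05 in each setting. Conditions turned as a whole still carry their real differences, so these assignments are not free of effects. The share therefore cannot exclude chance for that result. The count itself leaves no margin, since in those 5 settings the real assignment did not stand alone at the top.

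The fall of BAK1, BRL1 and BRL3 and the higher BRI1 ratio appeared on nearly the whole set of arrays, with 13 of 14 above 0 for BRI1. The BRI1 ratio was higher on replicate 2 than on replicate 1 in 6 of 7 conditions, and replicate and dye are the same variable here. No explanation for the BRI1 level was tested.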
